A study of Homo sapiens with 10 samples.

How the data were processed

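Chromatin accessibility was measured by ATAC-seq, in which the transposase Tn5 inserts sequencing adapters into open DNA, in 10 libraries of Jurkat cells, an established human T-cell leukaemia line. Nuclei came from 50000 cells per library, per the labels. All libraries came from cells stimulated with 50 ng/ml PMA and 500 ng/ml ionomycin. The labels give the length of the stimulation as 5 h in one field and 2 h in another. Cells had been transduced with lentivirus and selected with 5 ug/ml puromycin for 3 days, per the labels. Groups were taken from the labels as a non-targeting guide (sgCtrl, 3 libraries), a base-editing guide for the element RE4 (sg70, 3 libraries), sg70 cells that over-expressed BHLHE40 from a lentivirus (sg70_BHLHE40OE, 2 libraries) and sg70 cells with the control lentivirus (sg70_CtrlLenti, 2 libraries). The series concerns regulatory elements, and CD69 is taken here as the gene of RE4 from what is known of the study, since the labels do not state its position.

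The authors deposited 1 narrowPeak list per library, so peaks were called for each library by itself. By the deposited file names, duplicate reads and mitochondrial reads had been removed, read ends had been shifted for Tn5, peaks had been called at a p of 0.01, the list had been limited to 300000 summits, and blacklisted regions had been removed. The aligner, the peak caller and the genome build are not stated in the labels or the files. The fold enrichment of each summit is the authors' deposited ratio of pileup over a local background. The −log10 p and −log10 q of each summit are the authors' deposited values. The deposited score column was not used. These values are each peak's own and served only to describe, rank and filter peaks within a list.

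Rows of a list with the same chromosome, start and end were taken as summits of 1 interval, and chromosomes 1 to 22 and X were used. The 50000 intervals of a list with the highest −log10 p were called strong. Strong intervals of all 10 lists that shared at least 1 bp were merged into regions. For each comparison, the regions tested were strong in at least as many compared lists as the smaller group has. A region's value in a list was the highest −log10 p of its intervals. Values were ranked within the list, over the regions tested or correlated only, and turned into a normal score (rank units on the scale of a standard normal distribution). A region took the lowest rank where the list had no interval. Differences of mean scores were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment, threshold 0.05), with only the compared groups in the fit. A region was called group-specific if it was strong in every list of one group and overlapped no interval in any list of the other. Pairs of lists were compared by the Jaccard index of the base pairs in their strong intervals. Regions within 50 kb of CD69 formed a list of their own.

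Read counts are not part of peak lists. The fold and p of a summit are functions of a whole number of reads in the pileup and of the local background rate if the caller used a Poisson test with 1 added to both. Solving for both, within 0.0005 of the −log10 p, gave a whole pileup for at least 99.996% of the summits in every list. A simulation of 20000 peaks recovered 100% of them exactly. The commonest background value of a list was taken as its genome-wide rate, and its ratio to the mean of the 10 lists as the relative depth. Intervals around pileups are exact 95% Poisson limits and cover counting error only.

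The ranking, the regions, the tests, the locus list and most alternatives were chosen before the data were examined. Regions to be named were those of the CD69 locus, BHLHE40, and for each comparison up to 3 regions per direction with an adjusted p under 0.05 and no overlap between the groups. The last part of the rule gave no region. Planned tests of motif sets and corrections for GC content need a genome sequence and were not run here. BHLHE40 exons were replaced by the body of the gene. Gene names and gene ends came from the GRCh38.p14 RefSeq gene table (19974 protein-coding genes), used for names and neighbours only. A region was called within a gene if any part of it overlapped the gene, so it may run past the gene's end. Of the 10000 strongest intervals of each list, 41.5 to 60.6% lay within 1 kb of a gene end of that assembly, against 3.29 to 5.03% when shifted by 200 kb. Coordinates are the authors' intervals, counted from 1.

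Simulated noise was normal with each region's own SD, and the shifted regions had neither the lowest nor the highest mean scores. On simulated data made from the 6 sgCtrl and sg70 lists, with 200 of 44024 regions shifted, the test recovered 43.5% of shifts of 2 score units and none of shifts of 0.5 or 1. In the other comparisons, which have 2 lists in at least 1 group, it recovered none of the shifts up to 2 score units, so an absence of calls there carries little weight. Alternatives were other numbers of strong intervals (25000 and 100000), ranking by fold, an overlap of at least 50%, windows of 500 bp around summits, regions present in every list, all 10 lists in one fit, the replicate number as a block, and leaving out each library in turn. A variance trend, the log2 of the recovered pileup plus 1 (centred on the list median), and a correction for gene density were added after the data had been seen. The other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.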

Results

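Chromatin accessibility was profiled in 10 libraries of stimulated Jurkat cells, a human T-cell leukaemia line. A base-editing guide for RE4, a regulatory element of the activation marker gene CD69, was carried by 7 of the libraries (sg70), and a non-targeting guide by the other 3 (sgCtrl). Among the sg70 libraries, 3 had no further vector, 2 over-expressed the transcription factor BHLHE40 from a lentivirus (sg70_BHLHE40OE) and 2 carried the control lentivirus (sg70_CtrlLenti). Each library was represented by the authors' list of accessible peaks.

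The lists held 299577 to 299706 summits each, in 245897 to 277164 unique intervals. Their length was set by the limit on the number of summits, so the weakest peak kept differed between lists, with a −log10 p of 2.18 to 3.59. The background rate recovered from the peak values ranged from 0.459 to 0.896 reads, which is a relative depth of 0.705 to 1.38. By group, the relative depth was 1.09 ± 0.0971 (SD, n = 3) for sgCtrl, 1.02 ± 0.339 (SD, n = 3) for sg70, 0.868 ± 0.0811 (SD, n = 2) for sg70_BHLHE40OE and 0.973 ± 0.208 (SD, n = 2) for sg70_CtrlLenti. Group means of depth differed by less than the spread among the sg70 libraries. Merging the strong intervals of all lists gave 105379 regions with a median width of 280 bp, of which 19649 were strong in all 10 lists.

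The first comparison asked whether editing of RE4 changed accessibility. Strong intervals of libraries of the same group shared a mean Jaccard index of 52.6% ± 2.79 (SD, 6 pairs), and those of sgCtrl with sg70 libraries shared 52.5% ± 2.71 (SD, 9 pairs). The difference of 0.0521 percentage points was matched or exceeded in 4 of the 10 splits of the 6 libraries (exact permutation test, one-sided, p = 0.4, smallest possible 0.1). Leaving out sg70 replicate 1 moved this difference most, to 1.82 percentage points. Its sign was not stable. It was −0.975, −0.786 and −0.649 without sgCtrl replicates 1, 2 and 3. With 100000 strong intervals it was −0.0456, and when ranked by fold −0.0326.

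Of 44024 regions tested, 0 passed an adjusted p of 0.05 (limma), and 2523 had an unadjusted p under 0.05, or 5.73%. The smallest adjusted p was 0.524. A fit of all 10 libraries moved the share of low unadjusted p-values most, to 7.45% (3280 regions) with a smallest adjusted p of 0.0863, again with 0 calls. A simulation of 200 changed regions recovered 43.5% of those shifted by 2 score units and none of those shifted by 1. Smaller shifts in so few regions were thus not detectable with 3 libraries per group. The changed regions had neither the lowest nor the highest mean scores, and a change of many regions was not simulated. Regions strong in every library of one group and without any interval in the other numbered 2 for sg70 and 5 for sgCtrl, out of 28380 and 30003 regions strong in every library of these groups. With 100000 strong intervals they numbered 96 and 111. Leaving out any one library raised both counts, to 7 to 37 and 12 to 46, as fewer lists then had to meet the conditions.

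These 7 regions were named after their values had been seen. Those found in sg70 alone lay within SLC16A7 (12:59619589-59619732) and nearest to AGA (4:177667795-177667951), with summit pileups of 8 to 12 and 8 to 14 reads. Those found in sgCtrl alone lay within FAM227B (15:49471162-49471502), ERC2 (3:56251500-56251622), TNIP3 (4:121190225-121190375) and NHS (X:17535323-17535509), and nearest to OTC (X:38438384-38438625). The largest pileup among them was 19 reads, in the region within TNIP3.

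Within 50 kb of CD69, 4 regions were tested. The strongest lay outside the gene, with CD69 as the nearest protein-coding gene (12:9764728-9765459). Among the tested regions it had a mean rank percentile of 89.7 ± 2.89 (SD, n = 3) in sgCtrl and 82.0 ± 8.02 (SD, n = 3) in sg70. Among all intervals of a list, the region's best interval lay at percentiles of 97.8 to 98.8 in sgCtrl and 95.8 to 98.5 in sg70. Its summit pileup was 41, 43 and 49 reads in the sgCtrl libraries and 38, 27 and 24 reads in the sg70 libraries. Over the background rate of each library this was 62.7 ± 6.93 (SD, n = 3) for sgCtrl and 46.5 ± 10.9 (SD, n = 3) for sg70 (exact permutation test, two-sided, p = 0.2, smallest possible 0.1). The score difference was −0.33 (SE 0.27, limma adjusted p 0.518 over the list alone and 0.96 over all regions), so that the lower rank in sg70 did not pass the threshold. The difference stayed negative and above the threshold in all 17 alternatives, from −0.49 to −0.18.

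**Figure D1:**
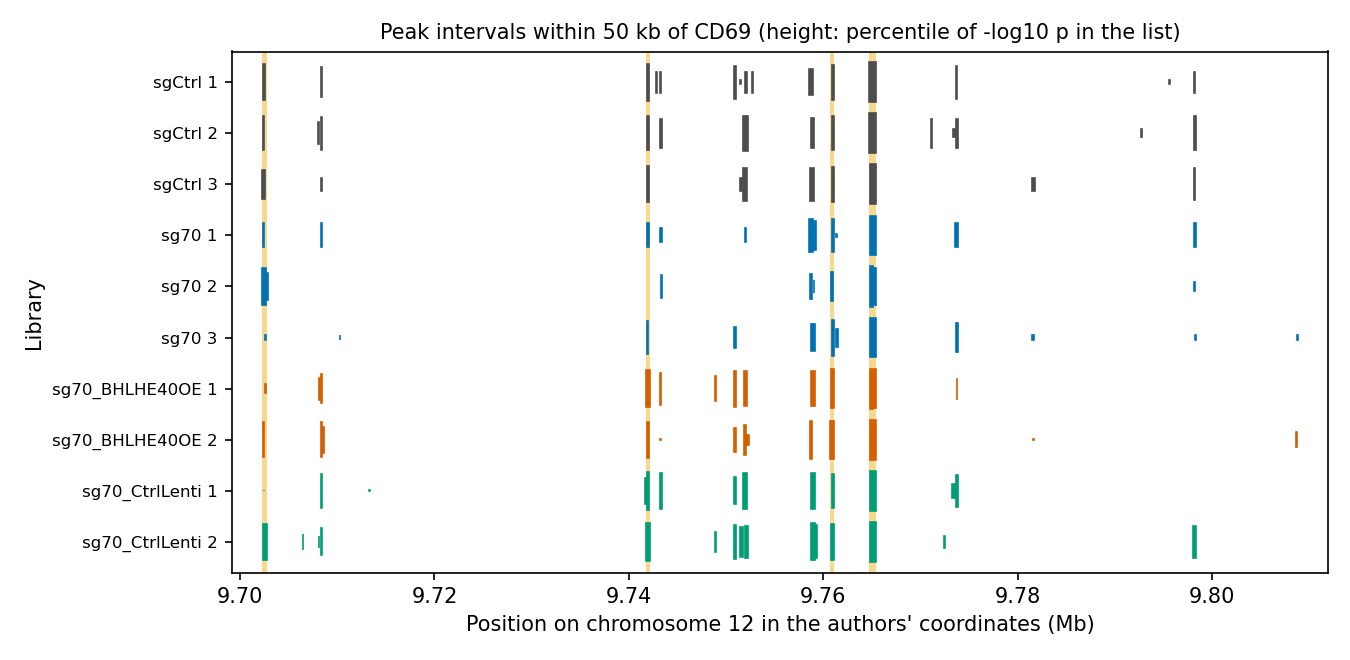
Peak intervals of the 10 libraries (vertical axis) within 50 kb of CD69 along chromosome 12 in Mb (horizontal axis, authors' coordinates), with the height of a mark proportional to the percentile of its −log10 p within its list and colours for the 4 groups. Shaded bands mark the 4 regions tested between sg70 and sgCtrl; the band at 12:9764728-9765459 holds an interval in all 10 libraries.

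**Figure D2:**
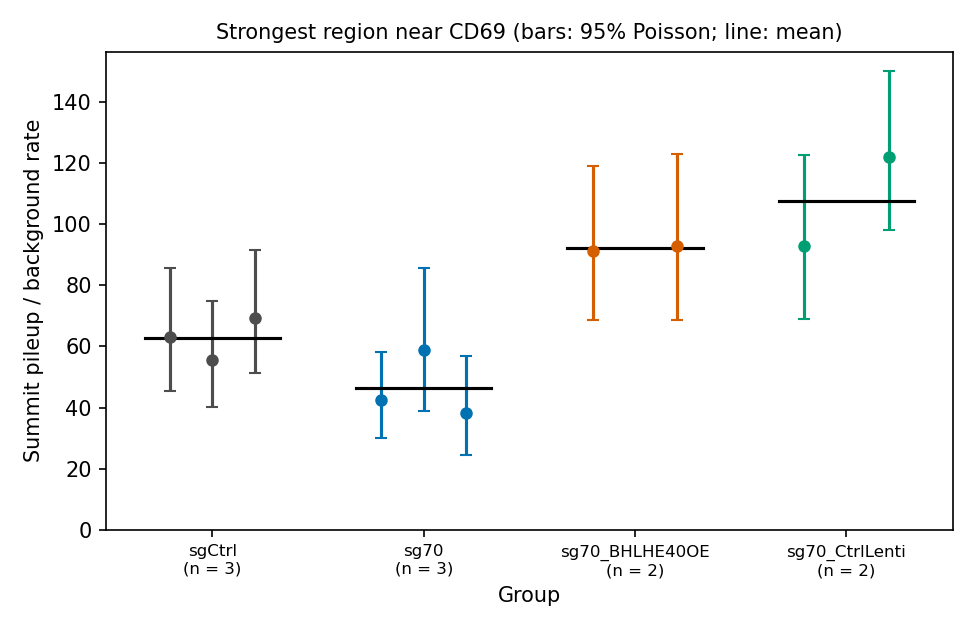
Summit pileup over the library's background rate (vertical axis, reads per background read) at 12:9764728-9765459, by group (horizontal axis). Points are libraries with exact 95% Poisson intervals and black lines are group means, 62.7 for sgCtrl, 46.5 for sg70, 92.1 for sg70_BHLHE40OE and 107 for sg70_CtrlLenti. The ratio is not adjusted for differences in signal over background across a whole library. In normal scores the region differed by 0.33 (SE 0.30) between sg70_CtrlLenti and sg70.

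One of the 4 regions, between CD69 and its neighbour CLECL1 (12:9741782-9742147), ranked lower in sg70, with a score difference of −1.23 (SE 0.35, limma adjusted p 0.033 over the list alone). Over all regions its adjusted p was 0.654, so it was not among the calls. Its summits held 10, 10 and 12 reads in sgCtrl. In sg70 they held 7 reads in replicates 1 and 3, and replicate 2 had no interval there. The exact permutation p of the scores was 0.1, the smallest possible. Its adjusted p over the list alone ranged from 0.0117 to 0.143 over the 14 alternatives that tested it, and it rose above 0.05 when any library other than sg70 replicate 3 was left out, to 0.0998 without sg70 replicate 2. Without sgCtrl replicate 1 another region, 12:9751724-9752207, passed instead (adjusted p 0.0153 over the list alone). The other 2 regions, 12:9702247-9702741 and 12:9760737-9761127, differed by 0.09 (SE 0.55) and −0.14 (SE 0.28).

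The next comparison set over-expression of BHLHE40 against the control lentivirus in edited cells. Strong intervals shared 56.8% ± 1.28 (SD, 2 pairs) within groups and 55.7% ± 1.45 (SD, 4 pairs) between them, with no test for 2 against 2. Of 47554 regions tested, 0 passed an adjusted p of 0.05 (limma), and 4622 had an unadjusted p under 0.05, or 9.72%. In simulations no shift of up to 2 score units was recovered with these 4 libraries. Regions strong in both libraries of one group and absent from both of the other numbered 27 for sg70_BHLHE40OE and 90 for sg70_CtrlLenti. The other 2 ways of pairing the 4 libraries gave 53 and 58 such regions in both directions together, against 117. Leaving out any one library raised both counts, to 134 to 1449 and 456 to 1287, as fewer lists then had to meet the conditions.

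Of the 8 CD69 regions tested in this comparison, 0 passed the threshold over the list alone, and 1 had an unadjusted p under 0.05. The strongest region differed by 0.06 (SE 0.28). The region at 12:9760737-9761127, which overlaps CD69 at least in part, ranked higher with BHLHE40 by 1.09 (SE 0.33, limma adjusted p 0.177 over the list alone). It passed the threshold over the list alone in 3 alternatives. The adjusted p was 0.0168 with 25000 strong intervals, 0.041 when ranked by fold, and 0.0276 with all 10 libraries in one fit. It did not pass in the other alternatives with a test, from 0.0822 (variance trend) to 0.46 (100000 strong intervals). Its summit pileup over the background rate overlapped between the groups, with 63.1 and 47.4 for sg70_BHLHE40OE and 37.2 and 48.0 for sg70_CtrlLenti.

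The body of BHLHE40 was examined because reads of a transduced cDNA would map to its exons. It held 4 intervals in each sg70_BHLHE40OE library, 6 and 4 in the sg70_CtrlLenti libraries and 2 to 4 in the other 6. The best interval was ranked among all intervals of its list. Its rank percentile was 95.9 and 96.7 in the over-expressing libraries and 94.6 and 95.2 in the control lentivirus libraries. In sgCtrl replicate 2 it was 96.8. Intervals covered 14.7 and 15.8% of the gene in the over-expressing libraries, 14.1 and 13.0% with the control lentivirus and 8.20 to 12.4% in the other 6. The number and rank of intervals did not set the over-expressing libraries apart from all others. The covered share was highest in them, a difference that was not tested.

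The third comparison used the same edit with and without the control lentivirus, as a measure of how far lists differ without a change of guide or of BHLHE40. The labels give no run or date, and each group may come from a run of its own, so batch and group cannot be told apart here. Of 52781 regions tested, 0 passed an adjusted p of 0.05 (limma), with a smallest adjusted p of 0.0513, and 14619 had an unadjusted p under 0.05, or 27.7%. The count of calls depended on the setting: 3178 regions passed with 25000 strong intervals, 5430 with all 10 libraries in one fit, and 8 with windows of 500 bp. Group-specific regions, counted here without having been planned, numbered 312 for sg70_CtrlLenti and 78 for sg70, or 390 together. With 25000 strong intervals they numbered 12 and 2, and with 100000 they numbered 2868 and 640. Absence decided at a −log10 q of 2 gave 769 and 238. With an sg70 library left out they numbered 543 to 748 and 210 to 270. Both counts were still higher with an sg70_CtrlLenti library left out. Fewer lists then had to meet the conditions. Adjusted over the 5 CD69 regions alone, 2 passed, among them 12:9741782-9742147 with a difference of 1.84 (SE 0.36, limma adjusted p 0.00623). The second, 12:9758578-9759121 within CD69, differed by 1.04 (SE 0.27, limma adjusted p 0.0152 over the list alone), and its adjusted p ranged from 0.00277 to 0.199 over the alternatives that tested it. A region within BHLHE40 (3:4980238-4980587) differed by 2.49 (SE 0.27, limma adjusted p 0.0513 over all regions). It held 41 and 72 reads at the summit in the sg70_CtrlLenti libraries and 14 reads in sg70 replicate 1, and the other 2 sg70 libraries had no interval there. The sgCtrl libraries held 10, 23 and 21 reads, and the region was strong in replicates 2 and 3 of them.

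Across the 66999 regions strong in at least 2 lists, the scores of the 6 libraries without a further lentivirus correlated with each other, as did those of the 4 with one, with a Pearson correlation of 0.734 to 0.815 over 21 pairs. The 24 pairs between these sets had correlations of 0.606 to 0.655. These are correlations across regions, which are not independent replicates.

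**Figure D3:**
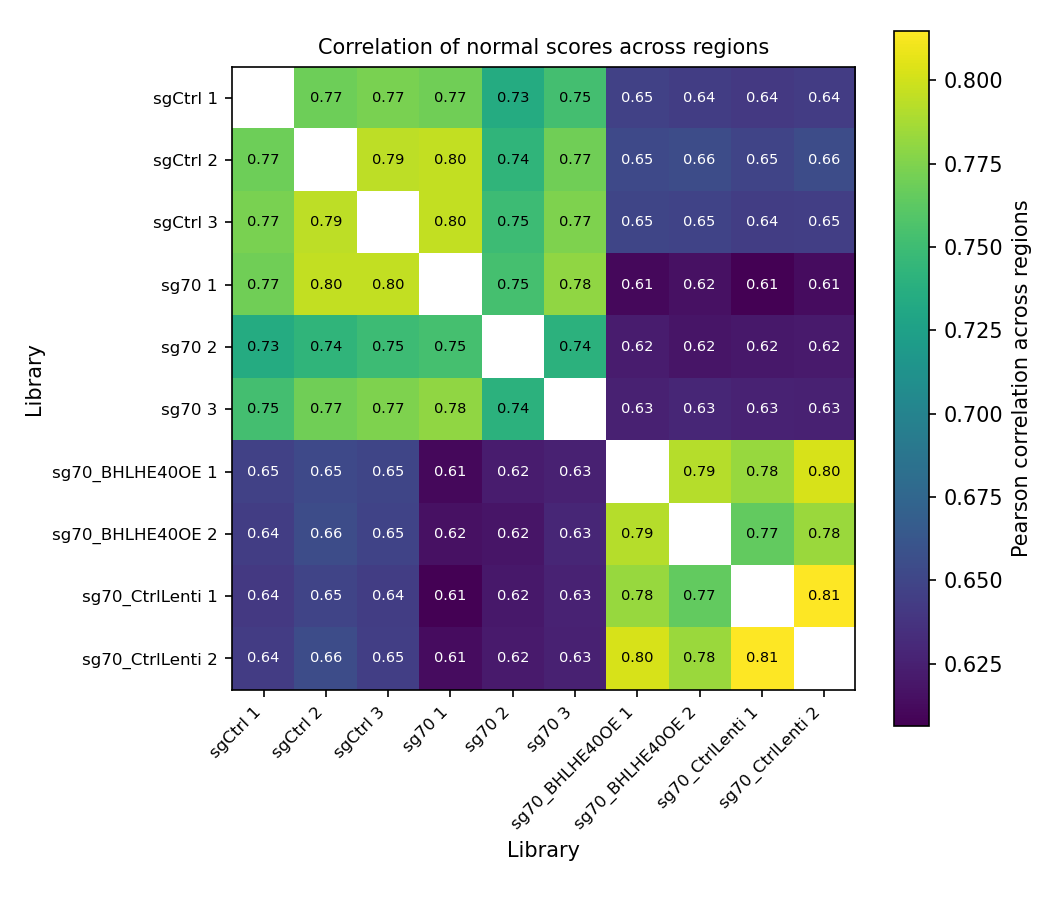
Pearson correlation of normal scores across 66999 regions (colour scale and printed values) for each pair of the 10 libraries (both axes). The pairs within the 6 libraries without a further lentivirus and within the 4 with one lie at 0.734 or above, and pairs between these sets at 0.655 or below.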

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

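The test described here was chosen before its result was seen. The comparisons left out chromosome Y, on which the lists held 375 to 593 summit rows each, and this is a signal in data that no comparison used. No unstimulated or Y-free library was there to serve as a background. Of 939 strong intervals on Y, summed over the 10 lists, 11.2% lay within 1 kb of the end of a protein-coding gene of Y in the GRCh38.p14 gene table, against 1.41% when the intervals were shifted. That excess argues against reads placed on Y at random. Reads of near-identical genes on X placed on Y may give the same excess, so this explanation and true accessibility of Y cannot be told apart from intervals alone. No biological explanation was tested, and the sex of the donor of the cell line was not taken into account.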

How the results depend on the processing

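A variance trend, the recovered pileup, the gene density correction, and the group-specific counts of sg70_CtrlLenti against sg70 with their alternatives were chosen after the data had been seen. The planned GC corrections (alone and with the replicate block), all motif sets and the exon overlap for BHLHE40 were not run. Regions absent from the pileup fit or from a stricter selection gave no value there.

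The comparison of sg70 with sgCtrl gave 0 calls in all 17 alternatives, with 1388 to 4115 regions at an unadjusted p under 0.05. BHLHE40 over-expression against the control lentivirus gave 0 calls in the 11 alternatives with a test, with 2606 to 8096 such regions. For sg70_CtrlLenti against sg70, with 0 calls and 14619 such regions as reported, calls appeared with 25000 strong intervals (3178: 1316 higher, 1862 lower), windows of 500 bp (8: 7 higher, 1 lower), all 10 libraries in one fit (5430: 2367 higher, 3063 lower), the variance trend (5923: 2230 higher, 3693 lower) and the recovered pileup (11346: 5800 higher, 5546 lower). The other 9 gave 0 calls. The smallest adjusted p as reported, 0.0513, lies close to the threshold, and the cause of each change was not tested.

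Counts of group-specific regions moved with the list that was used. For sg70 and sgCtrl, 25000 strong intervals gave 0 and 0, 100000 gave 96 and 111, and absence decided at a −log10 q of 2 gave 8 and 15. For sg70_BHLHE40OE and sg70_CtrlLenti the same settings gave 0 and 1, 843 and 1745, and 107 and 329, and ranking by fold gave 136 for sg70_CtrlLenti. The fits that each left out one library gave 7 to 37 for sg70, 12 to 46 for sgCtrl, 134 to 1449 for sg70_BHLHE40OE and 456 to 1287 for sg70_CtrlLenti. Fewer libraries have to meet both conditions in those, which by construction raises the counts.

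The single call among the CD69 regions of sg70 against sgCtrl went to 0 with 25000 and 100000 strong intervals, with regions present in every library, with the variance trend and with the recovered pileup, and lay between 0 and 1 across the 6 fits that each left out one library. The region was not tested with 25000 strong intervals, in every library, or on the pileup; for the rest the cause was not tested. For BHLHE40 over-expression, 1 CD69 region passed with 25000 strong intervals, ranking by fold and all 10 libraries in one fit; the cause was not tested. The within-group excess of overlap for BHLHE40 over-expression lay between −0.225 and 3.2 percentage points across the fits that left out one library.

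The strongest CD69 region, near 0 for BHLHE40 over-expression (0.06, SE 0.28), changed its sign on the pileup (−0.042), without sg70_BHLHE40OE replicate 2 (−0.035) and without sg70_CtrlLenti replicate 1 (−0.044). For sg70_CtrlLenti against sg70 it was 0.33, reversed with the gene density correction (−0.13, SE 0.29) and passed the threshold on the pileup (0.85, SE 0.28, limma adjusted p 0.0196 over the list alone and 0.042 over all regions); the adjusted p over the list alone ranged from 0.0196 to 0.989 over its alternatives, and the cause was not tested. Values were compared over the strongest CD69 region, the region at 12:9741782-9742147, and, except for sg70 against sgCtrl, the region at 3:4980238-4980587. The counts of low p-values, and the CD69 and group-specific counts of sg70_CtrlLenti against sg70, were compared as well. Fits without a test were judged by the size of the change alone, so their changes of sign are not counted as reversed. Of these values, 158 stayed the same, 18 were weaker, 17 stronger, 3 moved and 2 reversed, the pileup value of 0.85 included. Among them is the count of CD69 regions for sg70_CtrlLenti against sg70, reported as 2. It was 3 on the pileup, and 1 with 25000 strong intervals, ranking by fold, regions present in every library, the variance trend, the gene density correction and the replicate block. The group-specific counts of that comparison were 14 of the 17 stronger values and 2 of the 18 weaker ones. The overlaps, the counts of calls, and the CD69 and group-specific counts of the other comparisons were tallied apart. Of those, 81 stayed the same, 37 were stronger, 13 weaker and 1 moved.

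With the replicate number as a block, the counts of calls stayed at 0 in all 3 comparisons, with 2435, 4160 and 13062 regions at an unadjusted p under 0.05. The CD69 count stayed at 1 for sg70 against sgCtrl and at 0 for BHLHE40 over-expression, and went from 2 to 1 for sg70_CtrlLenti against sg70. The numbers do not pair the libraries, since same-numbered sg70 and sgCtrl libraries deviated with correlations of −0.0342, −0.0226 and 0.00525.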

Other observations

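Most tests here were chosen after the result was seen: the counts over splits, the pairs matched for depth, the check on run or culture, the regions away from gene ends, the BHLHE40 vector, the counting error and the gene density test on BHLHE40 over-expression. The gene density test on the 2 sets of libraries, and both depth tests on gene density, were written before their results were seen.

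The 4 libraries with a BHLHE40 or control lentivirus stood apart from the 6 without. Depth is argued against: the highest correlation of between-set pairs with like depth (ratio under 1.1) was 0.655, below the lowest same-set correlation with unlike depth (ratio over 1.3), 0.734. A trend with gene density is not the whole cause, since after its removal the highest between-set correlation was 0.689 and the lowest same-set one 0.733. The number of groups with libraries in both sets was 0, so a run or culture batch and the further lentivirus cannot be told apart. Both stay open.

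Scores followed the number of protein-coding genes per 5 Mb bin with opposite signs in the 2 sets. The scores are ranks over regions chosen from all lists, so the sign within a set may depend in part on that choice. Only the difference between the sets is read here. The Spearman rho across bins was 0.658 to 0.783 in the 4 libraries with a further lentivirus and −0.532 to −0.226 in the other 6, although the relative depths interleave (0.81 to 1.12 and 0.705 to 1.38). The shift of sg70_CtrlLenti against sg70 had a rho of 0.784, and of 0.788 in regions away from gene ends, which argues against promoters as the whole cause. Promoters also differed: the median shift was 0.33 near gene ends and −0.09 away from them, and 55.4 to 60.6% of the 10000 strongest intervals lay near gene ends in the 4 libraries with a further lentivirus, against 41.5 to 47.9% in the other 6. The order of the lists, with 0.658 as the lowest rho of the 4, argues against depth. A comparison of the deepest with the shallowest sg70 list gave −0.576 and one of the sg70_CtrlLenti lists gave 0.294, so that pairs of lists alone leave depth open. A candidate explanation is a difference in library preparation or chromatin state that acts across gene-rich 5 Mb bins. The design holds no test that parts these, and GC content was not corrected for. The trend was not confined to the split between the sets. The shift of sg70_BHLHE40OE against sg70_CtrlLenti had a rho of −0.524, and of −0.448 in regions away from gene ends. For sg70 against sgCtrl these were −0.26 and −0.323. Bins are not independent replicates.

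The sgCtrl libraries lay nearer to the 4 libraries with a further lentivirus than the sg70 libraries did, although those 4 carry the sg70 guide. The mean correlation was 0.648 ± 0.00454 (SD, n = 3) for sgCtrl and 0.62 ± 0.00751 (SD, n = 3) for sg70 (exact permutation test, two-sided, p = 0.1, the smallest possible). The same p was found after the gene density correction.

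For sg70 against sgCtrl, 10 of the 10 splits of the 6 libraries gave as many calls (0), 2 of 10 gave as many regions at an unadjusted p under 0.05 (2523), and 4 of 10 gave as many group-specific regions (7). The count of calls could not come out otherwise, since no split can give fewer than 0, so it says nothing about the grouping. With 10 splits the share cannot fall under 0.1. For BHLHE40 over-expression the real split gave 4622 regions at an unadjusted p under 0.05 and the other two 2780 and 2795. After removal of the gene density trend these were 4353, 2846 and 2856, which argues against that trend as the whole cause. With 3 splits no share is informative, and a difference between cultures stays open beside BHLHE40 itself.

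The region between CLECL1 and CD69 (12:9741782-9742147) was lower in sg70 than in sgCtrl and higher in sg70_CtrlLenti than in sg70. Counting error may account for the first part: 18 reads at the summit in sg70, with the absent interval set at 4 reads, against 32 in sgCtrl gave an exact binomial p of 0.0906. The p depended on the assumed value: it was 0.0178 with the absent interval at 0 reads, a lower bound since weak pileups are not listed, and 0.136 with that library left out. Counting error and an effect of the edit cannot be told apart at this depth.

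The region within BHLHE40 (3:4980238-4980587), prominent with either lentivirus, does not appear to stem from the transduced BHLHE40 cDNA, since it was as prominent with the control lentivirus, with a score difference of BHLHE40 over control of 0.24 (SE 0.27, limma). It does not need a further lentivirus either, as it was strong in sgCtrl replicates 2 and 3, with 29.7 times the background rate in both, against 76.2 to 98.7 times in the 4 libraries. For sg70 against sgCtrl it was tested only in 4 of the fits that left out one library. It was lower in sg70 in each, with a limma adjusted p of 0.00712 to 0.145 over the regions of the gene and of 0.635 to 0.756 over all regions. The region had been singled out for its low rank in these same sg70 libraries, so this is not independent evidence. An effect of the guide, the run or culture, and the further lentivirus on its height stay open.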
